A study of Gallus gallus with 2 samples. Its data were reported in "Similarities and differences in the regulation of HoxD genes during chick and mouse limb development" (2018).

How the data were processed

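Contacts were measured by CHi-C in 2 libraries, 1 from whole forelimb buds and 1 from whole hindlimb buds of chick embryos at HH20. Libraries were grouped by the tissue named in their labels. There were no replicates, so no spread between embryos or preparations could be estimated.

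Per the methods of the study, the authors removed adapters with cutadapt, mapped and filtered the read pairs with HiCUP and Bowtie2 on galGal5 with DpnII fragments (recognition sequence GATC), and gave each mate the position of the middle of its restriction fragment. The deposited list of valid pairs gives both positions and, for each mate, the mapping quality as a score. The authors kept pairs with both mapping qualities above 30, and extracted those with both mates in the capture region of chromosome 7. The deposited raw matrices hold counts of read pairs per bin pair, at 5 kb and 10 kb for the capture region and at 40 kb for chromosome 2, with no normalization. The deposited balanced matrices hold the same contacts after iterative balancing by the authors with cooler, a signal in which every unmasked bin sums to 1 once the 2 nearest diagonals are left out. Balancing removes differences in coverage between bins and in depth between libraries, and bins masked by the authors carry no value. It makes values of both libraries comparable as fractions of the contacts of a bin, and a bin that gains contacts in one place must lose them in another. Values are given per 1000.

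Pairs were counted here from the valid-pair lists with awk. The 5-kb matrices rebuilt from pairs with both mapping qualities of 30 or more had the totals of the deposited ones and differed in 56 forelimb and 58 hindlimb bin pairs. Balancing was repeated here after cooler's defaults (2 diagonals left out, bins with under 10 filled cells or more than 5 median absolute deviations below the median masked). It masked the same number of bins and differed from the deposited values by at most 0.041% in forelimb and 0.0447% in hindlimb. This own balancing was used for single lanes, for sets of 2 lanes and for the matrix rebuilt from all valid pairs.

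Depth sets the precision. The blocks at HoxD hold from 4981 read pairs (CS93 window, hindlimb) to 47107 (whole region a, hindlimb), and the HoxA block holds 588 and 802. Shares have exact Clopper-Pearson intervals, counts exact Poisson intervals, and ratios of counts an interval from the exact binomial one, all at 95% and for counting error only.

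The comparisons, tests and alternatives were fixed before the data were examined, apart from those named as chosen later. Contacts of the HoxD cluster with region b, with the part of region a up to CS39 and with the 30-kb CS93 window were the mean of the balanced 5-kb values over all bin pairs of the block that were unmasked in both libraries. They were compared with a two-sided Wilcoxon signed-rank test (scipy 1.17.1), after the methods of the study. As a description of how common such values are, each block pair was shifted bin by bin along the diagonal inside the capture region (along chromosome 2 for HoxA), keeping placements with at least 50% of their bin pairs unmasked. Neighbouring placements overlap, so they are fewer independent places than their number. T-DOM shares and the share of pairs across the boundary used raw counts and two-sided Fisher exact tests, which take read pairs as independent. Borders of T-DOM and C-DOM came from the 4C methods of the study and were reduced to whole bins.

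The boundary was called with TopDom, written anew in Python after the published procedure, with a window of 28 bins on the 10-kb balanced matrices. Masked bins were set to 0. A boundary is the right edge of a bin that is a local minimum of the mean contact between upstream and downstream bins and passes a one-sided rank-sum test at 0.05.

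The block test, the balancing and TopDom were tested on simulated data. Pooled counts of the 585 bins of the capture region were divided at random between 2 libraries. Without a planted difference the block shape of region b gave p under 0.05 at 5.11% of the placements, that of the part of region a at 4.95% and that of the CS93 window at 5.32%. A planted log2 ratio of -0.2 in the CS93 block was recovered as -0.20 on average (SD 0.02 over 10 simulations). TopDom recovered 50 of 50 planted borders in 10 simulated matrices of 280 bins, and called no others.

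Elements named were island III, Prox, CS39, CS93 and CS65 with 10 kb on either side, the Hoxd10-11, Hoxd12 and Hoxd13 viewpoints, the HoxA enhancers e4 to e16, and the 3 highest and 3 lowest windows of 30 kb by log2 ratio that do not overlap. No test was run on windows picked by their value, or on single HoxA enhancers, which cover few bins. TBX5, TBX4 and PITX1 were not analysed here, since the gene table at hand is of another assembly than the matrices. Expression, histone-mark and 4C data were not used here.

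The alternatives were raw counts scaled to the capture total, division by the mean at the same distance, 10-kb bins, other windows for HoxD and CS93, leaving out the lowest 10% of bins by coverage, shifted placements as the test, and a matrix rebuilt from all valid pairs. For shares they were sums of balanced values, distance limits of 250 kb or of 50 to 400 kb, and domains limited by the TopDom boundaries. For the boundary they were windows of 10, 20 and 40 bins, 5-kb bins, raw counts and local minima of an insulation score with a 100-kb square. Under each of them the position nearest the Hoxd13 viewpoint was taken. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and figures matplotlib 3.10.9.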

Results

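Capture Hi-C (CHi-C) was performed on whole forelimb buds and whole hindlimb buds of chick embryos at Hamburger-Hamilton stage HH20. The method crosslinks chromatin, joins DNA fragments that lie close together in the nucleus, and enriches the joined fragments of 1 chosen locus with probes before sequencing. Each read pair (a valid pair once filtered) records 1 contact. The probes covered positions 14946001 to 17870000 of chromosome 7 (assembly galGal5), which hold the HoxD gene cluster and the regulatory landscapes on either side of it. The telomeric landscape (T-DOM) holds enhancers used in the proximal limb, and the centromeric landscape (C-DOM) holds enhancers used in the digits. On this assembly T-DOM lies at lower coordinates than the cluster and C-DOM at higher ones. There was 1 forelimb library and 1 hindlimb library, so no difference below has a replicate check. Intervals given below are exact 95% intervals and cover counting error only.

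The forelimb library held 35552269 valid pairs and the hindlimb library 39556492. Both mapping qualities were 30 or more in 31468978 forelimb pairs and 35045660 hindlimb pairs, which are the pairs behind the deposited matrices of the capture region. Of these, 66.6% were within 1 chromosome in either library. Both mates lay in the capture region in 3096681 forelimb pairs, or 9.84% (Clopper-Pearson interval 9.83 to 9.85), and in 3221107 hindlimb pairs, or 9.19% (9.18 to 9.20). The difference was beyond counting error, and in either library the share fell from the first to the last of 4 sequencing lanes, from 10.9% to 8.74% in forelimb and from 10.3% to 8.08% in hindlimb. Exactly 1 mate lay in the region in 14.6% of the forelimb pairs and 13.1% of the hindlimb pairs. Neither mate did in 75.6% and 77.7%. At 5-kb resolution 555 of the 585 bins of the capture region carried balanced values in the forelimb matrix and 557 in the hindlimb matrix. Including pairs of lower mapping quality changed the share with both mates in the region to 9.88% in forelimb and 9.23% in hindlimb.

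The libraries differed in how contacts fell with distance. Balanced contacts between bins from 10 to under 20 kb apart averaged 18.1 per 1000 contacts of a bin in the forelimb library and 19.7 in the hindlimb library, a log2 ratio (hindlimb over forelimb, as throughout) of 0.12. The log2 ratio was 0.06 from 40 to 80 kb, -0.00014 from 160 to 320 kb and -0.12 from 640 to 1280 kb. Pairs on chromosomes and segments outside the capture region showed the same order. There the share of pairs within 32 kb among pairs of 1 chromosome was 12.03% in the forelimb library and 13.11% in the hindlimb library.

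**Figure D1:**
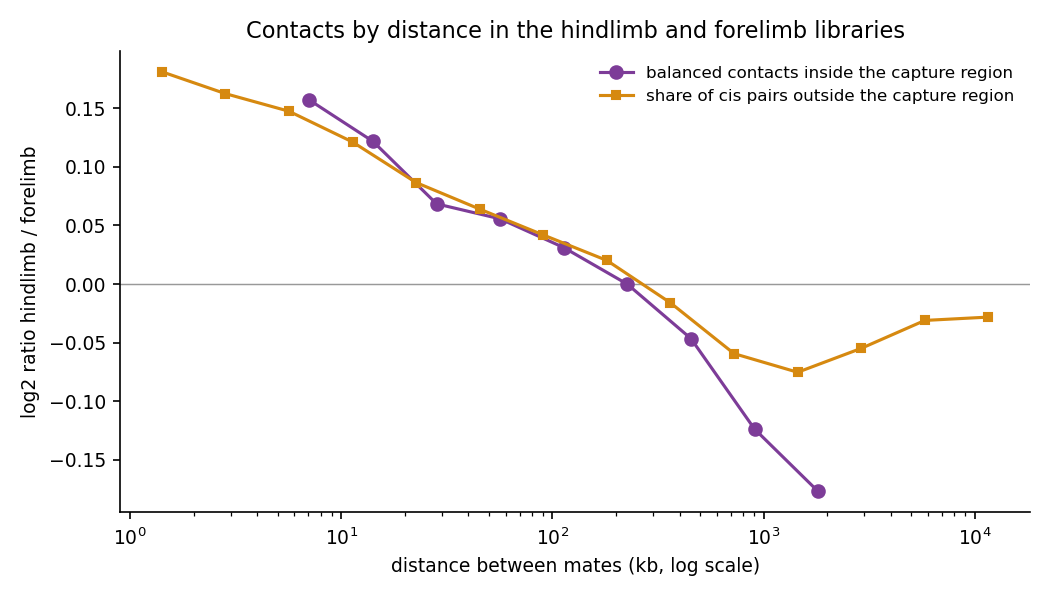
Log2 ratio of hindlimb to forelimb contacts (vertical axis) by distance between mates in kb (horizontal, log scale), for balanced contacts inside the capture region (circles) and for shares of pairs of 1 chromosome outside it (squares), 1 library per limb bud; the first circle, for neighbouring bins, lies on a diagonal left out of balancing. Both series fall from above 0 at short distance to below 0 beyond 320 kb.

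Where the boundary between both landscapes lies was asked with the TopDom procedure on the 10-kb balanced matrices. The called boundary nearest Hoxd13 was at 16390 kb in the forelimb library and at 16390 kb in the hindlimb library, 4.24 kb from the middle of the Hoxd13 4C viewpoint used in the study. The next boundaries called in both libraries were at 15920 kb on the T-DOM side and at 16980 kb on the C-DOM side. The position nearest Hoxd13 stayed within 1 bin under each alternative caller, matrix and window tried. Taking the nearest position favours such agreement, and it does not rank this boundary against others. With the 5-kb matrix it was 16385 kb in both libraries.

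How the cluster divides its contacts between the flanking landscapes was measured with raw read pairs, with no correction for distance or domain length. T-DOM was taken as 15925001 to 16315000, C-DOM as 16415001 to 16695000 and the cluster as 16315001 to 16395000, from Hoxd1 to Hoxd13. T-DOM took 78.8% of the 93594 forelimb pairs between the cluster and either landscape (Clopper-Pearson interval 78.5 to 79.0), and 78.9% of the 99321 hindlimb pairs (78.7 to 79.2). A two-sided Fisher exact test, which compares the 2 libraries and not the conditions, found no difference (p = 0.465). The share itself depended most on the domain limits, and with domains limited by the boundaries called here it was 63.6% and 63.9% (Fisher exact p = 0.0559). The difference between the libraries moved most when only bins within 250 kb were counted, where the shares were 77.4% and 78.4% (Fisher exact p = 1.05e-05). The same 3 blocks shifted along the capture region gave differences from -2.09 to 1.12 percentage points over the middle 95% of 432 placements, computed with no distance limit, and 58.8% of them lay below the value at HoxD.

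The split changed along the cluster in the same order in both limb buds. These shares are not corrected for distance. T-DOM adjoins the Hoxd1 end of the cluster and C-DOM lies beyond the Hoxd13 end. Nearness alone could give this order, so the shares do not show how much of it goes beyond distance. Bins of Hoxd1 to Hoxd8 (16315001 to 16360000) directed 88.0% of their pairs to T-DOM in forelimb and 87.8% in hindlimb (Fisher exact p = 0.507). Bins of Hoxd11 to Hoxd13 (16375001 to 16395000) directed 57.0% and 56.9% there (Fisher exact p = 0.838), but within 250 kb the shares were 46.1% and 47.3% (Fisher exact p = 0.0350). With the called boundaries as limits they were 38.7% and 38.9% (Fisher exact p = 0.676), so whether T-DOM took the larger part depended on the limits. The 4C viewpoints of the study followed the same order. The T-DOM share was 73.7% in forelimb and 74.5% in hindlimb for the bins of the Hoxd10-11 viewpoint, 58.7% and 58.4% for Hoxd12, and 43.8% and 43.1% for Hoxd13. None of these 3 viewpoints differed between the libraries, with Benjamini-Hochberg adjusted Fisher exact p-values from 0.417 to 0.620. Of the 16 single bins of the cluster, 15 had overlapping intervals in both libraries.

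**Figure D2:**
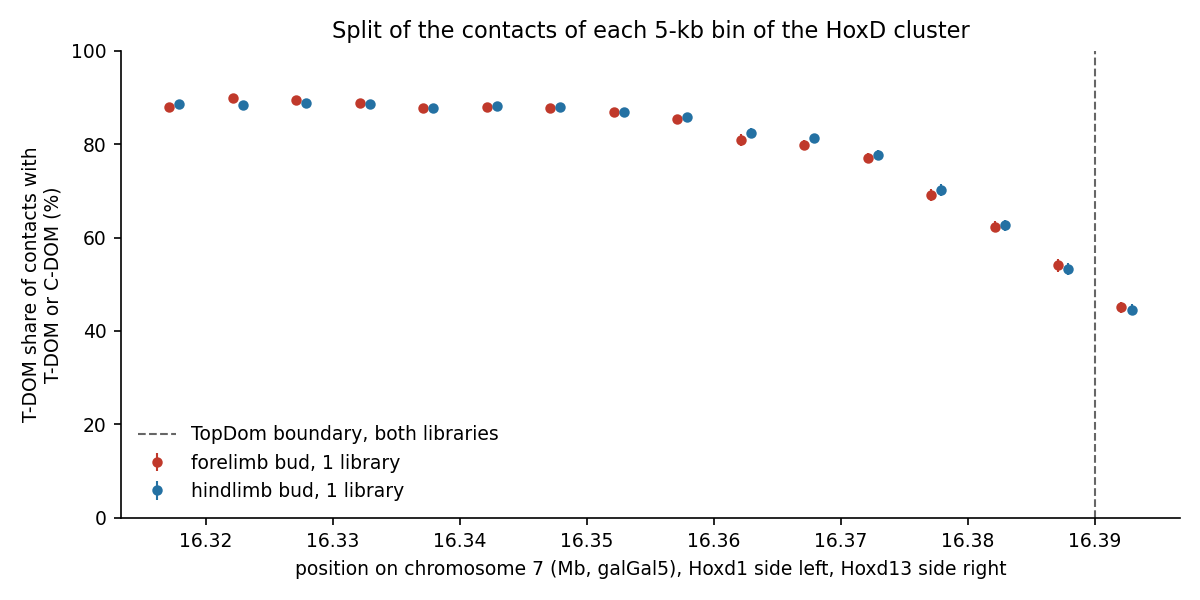
Share of contacts with T-DOM among contacts with T-DOM or C-DOM in percent (vertical axis) for each 5-kb bin of the HoxD cluster by position in Mb (horizontal), forelimb in red and hindlimb in blue, 1 library each, with exact 95% intervals. The share falls from 88.1% in forelimb and 88.6% in hindlimb at the Hoxd1 end to 45.1% and 44.6% at the Hoxd13 end, where the dashed line marks the boundary at 16390 kb.

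Separation of the landscapes was measured as the share of pairs that join T-DOM with C-DOM among pairs within or between them, leaving out bins less than 10 kb apart. This share was 17.1% of 399657 forelimb pairs (Clopper-Pearson interval 17.0 to 17.2) and 17.1% of 436989 hindlimb pairs (17.0 to 17.2). The libraries did not differ in it (two-sided Fisher exact p = 0.591). With domains limited by the boundaries called here the shares were 20.3% and 20.0%, lower in hindlimb (Fisher exact p = 6.41e-07). Among 432 shifted placements of both domains the median share was 24.6% in forelimb and 24.0% in hindlimb, and the share at HoxD was above 10.4% and 15.3% of them. The difference between the libraries at these placements had a median of -1.03 percentage points, with -1.63 to 0.13 over the middle 95%. The difference of -0.0444 at HoxD was above 94.2% of them.

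The study described lower Hoxd transcription in early hindlimb buds and asked whether contacts with T-DOM differ too. Following the study, balanced 5-kb values of a block were compared between both matrices with a two-sided Wilcoxon signed-rank test over bin pairs. Neighbouring bins are not independent, so the test describes the bins of these 2 libraries and not the conditions. Each block is therefore also set against the same block shape at every position along the diagonal inside the capture region.

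Region b (15910001 to 15985000, at the far border of T-DOM) was contacted less by the cluster in hindlimb. The mean balanced contact was 4.13 per 1000 in forelimb and 3.86 in hindlimb, a log2 ratio of -0.10 (n = 240 bin pairs, Wilcoxon p = 3.18e-05), and 60.8% of the bin pairs were lower in hindlimb. Raw counts were 11633 forelimb and 11588 hindlimb read pairs, a log2 ratio of -0.06 after scaling to the capture totals (interval -0.10 to -0.03). Among 489 shifted placements the median log2 ratio was -0.04, 18.6% lay below the value at region b, and 40.3% had a Wilcoxon p under 0.05. Region b was not set apart from other places at the same distance. Dividing by the mean at each distance brought the log2 ratio to -0.05 (n = 240 bin pairs, p = 0.022). With the Hoxd8 to Hoxd13 side of the cluster alone it was -0.03 (n = 120 bin pairs, p = 0.412).

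The part of region a next to the cluster, up to the bin of CS39 (16140001 to 16255000), was on average contacted more in hindlimb. Its mean balanced contact was 6.87 per 1000 in forelimb and 7.22 in hindlimb, a log2 ratio of 0.07 (n = 352 bin pairs, Wilcoxon p = 6.32e-08). The raw counts were 28624 and 31621 read pairs, a scaled log2 ratio of 0.09 (interval 0.06 to 0.11). This value was above 90.5% of 535 shifted placements, of which 38.9% had a Wilcoxon p under 0.05. Region a as a whole (16045001 to 16255000) had a log2 ratio of 0.02 (n = 640 bin pairs, Wilcoxon p = 0.0691).

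The 30-kb window around CS93 (16090001 to 16120000) was contacted less in hindlimb. Its mean balanced contact was 4.70 per 1000 in forelimb and 4.28 in hindlimb, so that contacts fell by 8.81%, a log2 ratio of -0.13 (n = 96 bin pairs, Wilcoxon p = 1.21e-04). The raw counts were 5134 and 4981 read pairs, a scaled log2 ratio of -0.10 (interval -0.16 to -0.04). Among 515 shifted placements 1.36% lay below this value, and a share of 0.0602 lay as far from the median placement on either side. In single sequencing lanes the log2 ratio was -0.27 in lane 1 and between -0.10 and -0.06 in the other 3 lanes. No pair of lanes without lane 1 passed the threshold, with log2 ratios from -0.08 to -0.06 and Wilcoxon p-values from 0.118 to 0.335 (n = 96 bin pairs), while the 3 pairs of lanes with lane 1 did.

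**Figure D3:**
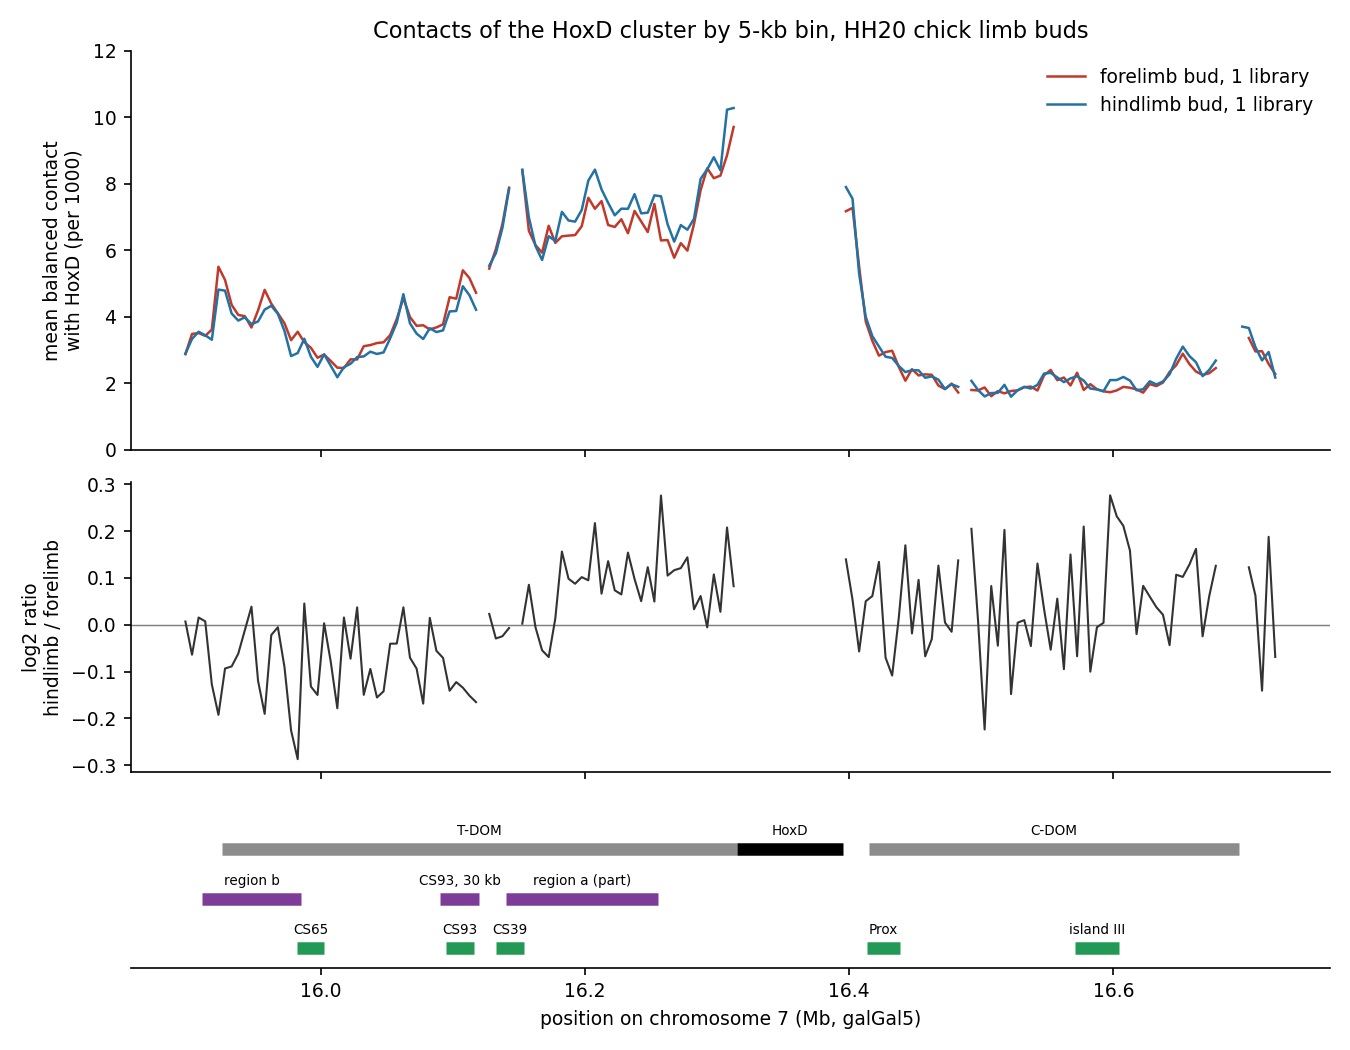
Mean balanced contact of the HoxD cluster per 1000 contacts (top), log2 ratio of hindlimb to forelimb (middle) and positions of the regions (bottom; green elements are drawn with 10 kb on either side) by position on chromosome 7 in Mb, in 5-kb bins, 1 library per limb bud; gaps are masked bins and the cluster itself. Both libraries follow the same profile, with the hindlimb line lower around CS93 (log2 ratio -0.13) and higher over the part of region a next to the cluster (0.07).

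**Figure D4:**
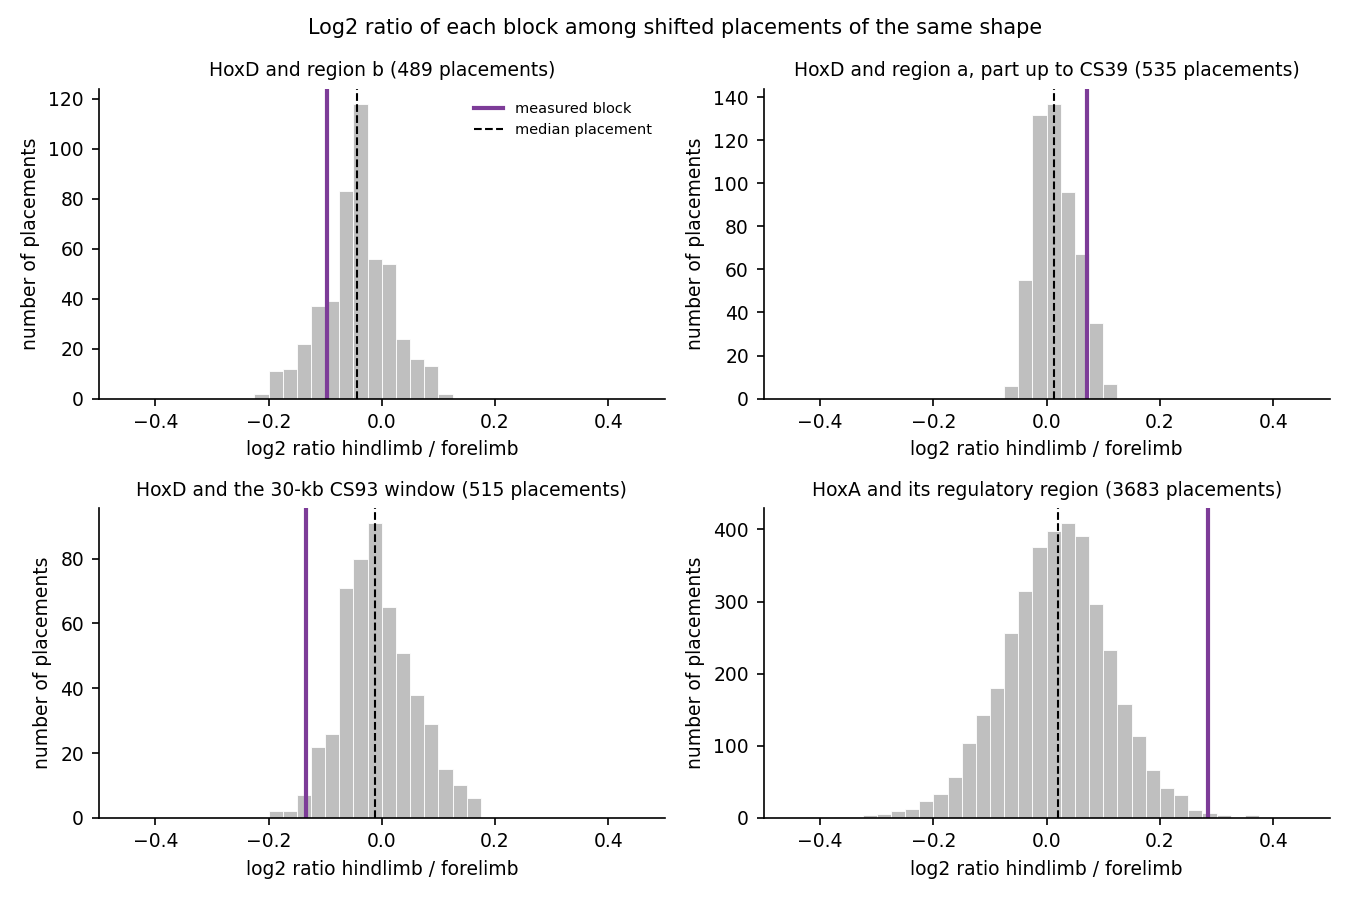
Number of placements (vertical axis) by log2 ratio of hindlimb to forelimb (horizontal) for each block shape at every shift, with the measured block in purple and the median placement dashed, 1 library per limb bud. Region b and the part of region a lie inside their distributions, at 18.6% and 90.5%, the CS93 window lies at 1.36%, and HoxA lies at 99.7%.

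Of the 5 named elements, each with 10 kb on either side, CS93 (16094952 to 16115803) covers the same bins as the window above and was the only one to pass after Benjamini-Hochberg adjustment over the 5 (adjusted Wilcoxon p = 6.05e-04, n = 96 bin pairs). CS65 (15981759 to 16002722) had a log2 ratio of -0.10 (adjusted p = 0.0604, n = 80 bin pairs), which became -0.06 after division by the mean at each distance. CS39 (16132783 to 16154175) had a log2 ratio of -0.01, Prox in C-DOM (16413154 to 16438170) of 0.02, and island III in C-DOM (16570984 to 16603873) of 0.08, with adjusted p-values of 0.77, 0.881 and 0.105 (n = 64, 96 and 112 bin pairs). The value of Prox changed sign, to -0.03, after the same division.

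Among the 124 windows of 30 kb inside T-DOM or C-DOM, log2 ratios ran from -0.14 to 0.16. The 3 highest windows that do not overlap began at 16595001 in C-DOM (0.16), at 16250001 (0.13) and at 16180001 (0.13), of which the second and the last lie in T-DOM between CS39 and the cluster. The 3 lowest began at 16095001 (-0.14), which overlaps CS93, at 15970001 (-0.14), which overlaps region b and CS65, and at 16030001 (-0.10). The read pairs behind these windows numbered from 1911 to 7634 in forelimb and from 2183 to 8715 in hindlimb.

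HoxA lies outside the capture region, and its contacts were read from the 40-kb matrix of chromosome 2, which rests on 2513654 forelimb and 2836869 hindlimb pairs. The study proposed an earlier start of the HoxA cluster (32634689 to 32739767) in hindlimb buds. From the same matrices it described more contacts of HoxA with its regulatory regions there. Whether HoxA meets its limb enhancers e4 to e16 (32878566 to 33197517) more often in hindlimb was measured again here. It did in these libraries, with a mean balanced contact of 13.6 per 1000 in forelimb and 16.6 in hindlimb, a log2 ratio of 0.28 (n = 36 bin pairs, Wilcoxon p = 0.00349). The counts were 588 read pairs in forelimb (exact Poisson interval 541 to 638) and 802 in hindlimb (747 to 859). They gave a scaled log2 ratio of 0.27 (interval 0.12 to 0.43, Fisher exact p = 4.74e-04). The value was above 99.7% of 3683 shifted placements along chromosome 2, of which 5.08% had a Wilcoxon p under 0.05. Taking the regulatory region from the end of the cluster lowered the log2 ratio most, to 0.21 (n = 44 bin pairs, p = 0.00759).

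All 6 enhancers had more contacts with HoxA in hindlimb in the balanced matrix. The lowest log2 ratio was 0.13 at e13 (141 and 184 read pairs) and the highest 0.61 at e12 (54 and 99 read pairs). At e10 it was 0.50, at e16 0.34, at e5 0.33 and at e4 0.31. The counting interval of the raw ratio excluded 0 at e10 (0.23 to 1.00) and at e12 (0.21 to 1.21) and included it at e4, e5, e13 and e16. Bins of 40 kb do not separate e10, e12 and e13, which share 1 bin. That bin is the whole of e12. It went from 54 to 99 read pairs, and e13 with its 2 bins from 141 to 184. The rise at e13 therefore came from the shared bin, and the other bin of e13 was not higher in hindlimb.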

Values the study reported

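For contacts with the HoxD cluster in hindlimb compared with forelimb buds at HH20, the study reported a decrease at region b with p = 3e-5, an increase at the centromeric part of region a with p = 2e-9, and a decrease at the 30-kb region that includes CS93 with p = 1e-4. It placed the TAD border near Hoxd13 in both tissues, with TopDom at a window of 28 on 10-kb bins. It stated that 75% of its valid pairs above the mapping quality threshold of 30 lay outside the capture region.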

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

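The rank among windows on other chromosomes and the limit of 40 on mapping quality were set before their results were seen but after the counts between both clusters were known, and the rank along the capture region was chosen after. Read pairs between chromosomes were not used in the comparisons above. Among them, 13 pairs of the forelimb library joined the HoxD cluster on chromosome 7 with the HoxA cluster on chromosome 2, and 17 pairs of the hindlimb library did. They were looked for because both loci are Hox clusters. The expectation from the share of HoxD among all captured pairs between chromosomes was 4.63 in forelimb and 5.18 in hindlimb, so some such pairs were to be found without any enrichment. The ratio to it was 2.81 in forelimb (exact Poisson interval 1.496 to 4.80, exact binomial p = 9.17e-04) and 3.28 in hindlimb (1.91 to 5.26, exact binomial p = 2.44e-05). The intervals of the libraries overlap, so no difference between the limb buds was detectable at this depth.

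Reads placed at the wrong cluster because Hox genes resemble each other are a technical explanation. All 30 pairs of both libraries had both mapping qualities of 40 or more, but that limit removed few captured pairs of HoxA in any case (from 282 to 276 in forelimb and from 306 to 302 in hindlimb), so it leaves this explanation open. The pairs fell in 13 distinct pairs of 5-kb bins in forelimb and 16 in hindlimb. A general level that windows of like coverage reach is another. Of 5292 windows of the same length on other chromosomes whose captured pairs were within 20% of those of HoxA, 0 held as many HoxD pairs. Their median was 9 and their highest value 26. Seen from HoxA, the HoxD cluster had 3.06 times the expected rate, and 0 of 539 windows of 80 kb elsewhere in the capture region reached that (highest 1.87). A biological explanation, that the clusters may lie closer together in the nucleus than other loci of like coverage, stays open too, as a hypothesis. It was not tested further, and differences in base composition or gene density between windows were not tested either.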

How the results depend on the processing

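Of 60 alternatives to the results fixed before the data were examined, 44 kept the direction and the side of the threshold or, for values with no test, stayed within the counting interval of the main value (for T-DOM and cross-boundary shares, of the difference between the libraries). Among them, CS93 with 10 kb on either side and the part of region a without the bins of lowest coverage use the same bin pairs as the main result and could not change. The difference in the share across the boundary changed sign with sums of balanced values, from -0.0444 to 0.0407, inside its Newcombe interval (-0.206 to 0.117). The boundary at HoxD, taken as the position nearest Hoxd13, stayed within 5 kb in all 12, from 16385 to 16390 kb. HoxA contacts stayed higher in hindlimb in all 4. With shifted placements as the test the log2 ratio (0.28) could not change, and a share of 0.00923 of placements lay as far from the median. The other alternatives gave log2 ratios from 0.21 to 0.27 and Wilcoxon p-values from 0.00446 to 0.00759.

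With shifted placements as the test the log2 ratios are unchanged by construction, and none of the 3 HoxD blocks passed 0.05, with a share of placements as far from the median of 0.360 for region b (-0.10), 0.116 for the part of region a (0.0713) and 0.0602 for the CS93 window (-0.13). Region b also lost significance with the Hoxd8 to Hoxd13 side of HoxD (-0.0270, n = 120 bin pairs, p = 0.412), and the cause was not tested. Under all other alternatives these 3 blocks kept direction and threshold, with log2 ratios from -0.10 to -0.05 for region b, 0.05 to 0.12 for the part of region a and -0.14 to -0.09 for the CS93 window.

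Differences in T-DOM share are in percentage points, hindlimb minus forelimb. For the whole cluster the difference of 0.136 became -0.317 with sums of balanced values and 1.00 within 250 kb (Fisher exact p = 1.05e-05). For Hoxd11 to Hoxd13 it went from -0.0966 to 1.23 within 250 kb (Fisher exact p = 0.0350) and 0.154 with TopDom borders (exact p = 0.676). For Hoxd1 to Hoxd8 it went from -0.131 to 0.280 (exact p = 0.191) and 0.191 (exact p = 0.419) under the same alternatives. The share across the boundary went from -0.0444 to -0.297 with TopDom borders (exact p = 6.41e-07). The causes were not tested.

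Without the limit on mapping quality, the share within 1 chromosome was 66.4% in forelimb and 66.5% in hindlimb, the share with both mates in the capture region 9.88% and 9.23%, and the share with 1 mate there 13.1% in hindlimb. These moved beyond intervals that are narrow at this depth. Of 20 alternatives for named elements, chosen after seeing the data, 15 had no test, and all 15 kept the direction of the difference between the libraries. The viewpoint shares themselves fell with sums of balanced values, to 71.0%, 55.5% and 40.9% in forelimb for Hoxd10-11, Hoxd12 and Hoxd13. Of the 5 with a test, division by the mean at each distance reversed Prox (0.02 to -0.0312) and left CS65 (-0.06) short of the unadjusted threshold (n = 80 bin pairs, p = 0.205), which it had not passed after adjustment. Depth limits the HoxA enhancers, with 54 forelimb pairs at e12.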

Other observations

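The tests of distance decay, of the share of placements around CS93, of the distance tilt outside the locus and of equal shares between lanes were chosen after the results were seen, as were the count interval and the direction of coverage used for CS93 and the use of raw counts on the other side of HoxA. The tests on sets of 2 lanes and single lanes, on coverage and on the fall of pairs with 1 mate were written down before their results.

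The signed-rank test over bins called many places in the capture region. With the block shape of region b, 40.3% of 489 placements had p under 0.05, with that of the part of region a 38.9% of 535, and with that of the CS93 window 20.8% of 515. Each library was sequenced on 4 lanes, which allows a comparison of a library with itself. Between 2 lanes of a library and its other 2 the share for the region b shape was at most 8.998% over 6 comparisons (mean 6.37%), while 2 lanes of hindlimb against the same 2 of forelimb gave 19.2% to 36.2%. Counting noise is therefore excluded as the source. Division by the mean at the same distance left 30.9% for region b, 40.2% for the part of region a and 20.2% for CS93, which argues against the difference in distance decay as the whole cause. What remains is a difference between the 2 libraries spread over the locus. With 1 library per limb bud a preparation effect and a difference between tissues both stay open, and neither was tested. On chromosome 2, where counts per bin pair are low, the same test called 5.08% of the placements.

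For the lower contacts of the CS93 window in hindlimb, the log2 ratio was below 0 in all 4 lanes, with a highest value of -0.0551. It had been set beforehand that the ratio should also lie beyond every comparison of 2 lanes of a library with its other 2. At full depth it did, but at like depth it did not: hindlimb over forelimb gave -0.19 to -0.06 in the 6 comparisons, and a library against itself -0.07 to 0.07. The other HoxD blocks did lie beyond at like depth, region b with -0.131 to -0.0638 against -0.0591 to 0.0267 and the part of region a with 0.0588 to 0.0808 against -0.0163 to 0.00760. For the CS93 window, the interval of the raw ratio over all 4 lanes (-0.16 to -0.04) left out 0, a criterion chosen after these values were seen. It argues against counting noise alone at full depth. Since the criterion set beforehand was not met at like depth, counting noise stays open for this window. Lane 1 carried much of the effect, at -0.27. Without it no pair of lanes passed the threshold, with log2 ratios of -0.06 for lanes 3 and 4 (n = 96 bin pairs, p = 0.184), -0.08 for lanes 2 and 4 (p = 0.335, n = 96 bin pairs) and -0.08 for lanes 2 and 3 (p = 0.118, n = 96 bin pairs). The observed over expected log2 ratio was -0.1272, which argues against distance decay as the whole cause. Raw coverage of the window was higher in hindlimb, with a log2 ratio of 0.0769. That is the opposite of the lower coverage that was to be tested, although larger than the small change set beforehand as the mark against it, so the direction was made the criterion after the value was seen. Contacts of the window with the rest of T-DOM had balanced log2 ratios of -0.02 on the far side and -0.02 on the side of the cluster, and observed over expected ones of -0.07 and -0.06, with 4.80% and 4.39% of placements lower. With C-DOM the values were 0.05 and 0.09, with 94.1% of placements lower. These ranks are inside the middle 95% of placements. The rank of HoxD on the same observed over expected measure is outside it, with 1.75% of placements lower. Since the ranks of the T-DOM parts are also low, they do not settle whether the fall is particular to HoxD. That a share of 0.0602 of all placements lies as far from the median keeps open a place picked among many at this locus. A tissue difference stays open too and was not tested here. The 4C and reporter results of the study on CS93 were not used.

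For the lower contacts of region b in hindlimb, the observed over expected log2 ratio was -0.0498. It lies inside the middle 95% of placements, which ran from -0.13 to 0.12 after the same division. Before the division it was -0.10, so the difference in distance decay can account for a part. The rest (n = 240 bin pairs, Wilcoxon p = 0.022) is within the spread of other places at that distance, so region b is not set apart from them. That spread does not show what the rest comes from.

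For the higher contacts of HoxA with its regulatory region in hindlimb, the log2 ratio was above 0 in all 4 lanes, with a lowest value of 0.20, which together with the exact test on counts excludes counting noise. The observed over expected value was 0.27, which excludes distance decay as the whole cause. Raw coverage of the HoxA bins was higher in hindlimb, with a log2 ratio of 0.07. Higher coverage would raise raw counts on both sides of the cluster alike. The region at the same distance on its other side (9 bins from 32160001) had 1015 and 1134 read pairs, a scaled log2 ratio of -0.0146 (interval -0.14 to 0.11), below the interval of 0.12 to 0.43 for the regulatory region. This argues against higher coverage as the whole cause. A tissue difference in enhancer contacts may be the cause. That is a hypothesis, tested only on the same 2 libraries, and a preparation effect limited to 1 side of the cluster was not tested.

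More contacts at short range in hindlimb were also seen outside the capture region, where pairs within 32 kb made up 13.11% of pairs of 1 chromosome against 12.03% in forelimb. This excludes a difference at the captured locus alone. Whether preparation or tissue underlies it was not tested.

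The share of pairs lying wholly inside the capture region fell from lane 1 to lane 4 of the same library, from 10.9% to 8.74% in forelimb and from 10.3% to 8.08% in hindlimb. Lanes that differ in depth alone would have like shares apart from counting error. The fall is beyond that error, but this restates the pattern and is not a separate test. From the first to the last lane, pairs with no mate inside went to 87.1% of their number in forelimb, pairs with 1 mate inside to 71.1% and pairs with both inside to 65.8%. A candidate explanation is that copies of a pair were removed in lane order, which takes most from the captured pairs, since these were amplified and sequenced most. Saturation of the captured pairs would follow, and this was not tested directly. No biological explanation applies to lanes of 1 library.

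The Wilcoxon p for the part of region a up to CS39 was 6.32e-08 over n = 352 bin pairs. That is higher than the value quoted from the study above, but the bins of this part were chosen here, since the text of the study does not list them. With raw counts the p was 5.45e-10 (n = 368 bin pairs) and with the Hoxd8 to Hoxd13 side of the cluster 5.97e-09 (n = 176 bin pairs), so it depends on such choices. Mates on the mitochondrial genome made up 0.0174% of mates outside the capture region in forelimb and 0.0345% in hindlimb. Mates on chromosome W made up 0.0324% and 0.0320%.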
